A study of Mus musculus with 70 samples.

How the data were processed

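Gene expression was measured by RNA sequencing in 70 mouse tissue libraries: lung at postnatal day 6 and cerebral cortex and cerebellum at 12 weeks, with WT samples and both knockouts in each. Per the labels' protocols, libraries were made from column-purified total RNA of frozen tissue by poly(A) selection with a standard Illumina procedure. The deposited values are raw counts per gene, with 1 column per library and no pooling of libraries, and no normalization had been applied. The aligner, the counting tool, the genome build, the annotation release and the strand setting are not given in the sources used here. Without a stated strand setting, reads of overlapping genes on opposite strands cannot be told apart. Of 50789 gene IDs, 50725 matched GENCODE M21 (GRCm38) without the version number, 49135 of them with the same version, 1590 with a lower and 0 with a higher version, and 64 had no match. Gene names and coordinates were taken from that release. Genes of chromosome 1 (0 of 3445 in that release) and part of the genes of chromosomes 17 (77.5% in the table), 18 (64.0%) and 19 (78.3%) were not analysed here, so totals and CPM cover the remaining genes. A few genes that were tested, some of them members of gene lists, are not reported here by name. No column was left without a sample (0).

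Groups were taken from the labels. Totals ran from 17798655 to 35523037 counts. No library pair matched within sampling noise, the closest pairs differing by 5.31 times the sampling variance in lung, 3.89 in cortex and 4.15 in cerebellum. Each tissue was fitted on its own with its 3 genotypes together in edgeR 4.0.16 (R 4.3.3): TMM scaling, the filterByExpr low-count filter by genotype, robust quasi-likelihood fits, two-sided F tests and Benjamini-Hochberg adjustment, with a threshold of 0.05 on the adjusted p. This left 16695 genes in lung, 16974 in cortex and 16643 in cerebellum. Cic-S-KO and Cic-L-KO were each compared with WT and with each other. Differences of knockout effects between tissues were contrasts in a fit of all 70 libraries with 19821 genes. Reported SEs are those of the fitted log2 fold changes. CPM used TMM-scaled library sizes where a gene's fold change is reported and plain totals for markers of single libraries or neighbouring tissues, and a prior count of 2 was used for log2 CPM.

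Gene lists (40) were fixed before the data were examined: Cic targets, chromosome 7 neighbours of Cic, pathway genes, markers of the cell types of each tissue, and markers of neighbouring tissues that a dissection could include. Lists with at least 3 tested genes were tested with camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over the lists of the comparison, and again with the correlation estimated from the residuals. They were also tested by an exact permutation of the mean log2 CPM per library. With the preset correlation 74 of 207 list tests passed, and 3 passed with an estimated correlation: alveolar type 1 markers in Cic-L-KO lung, inhibitory neuron markers between the knockouts in cortex, and cell cycle genes between the knockouts in cerebellum. Counts of genes adjusted over the list alone used only the members of a list.

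Named genes followed a rule fixed before the data were examined. It took Cic, Atxn1 and Atxn1l whatever their test, and the called Cic targets with the smallest p, at most 10. It took the 8 largest rises and 8 largest falls among called genes with a mean of at least 1 CPM over the tissue's libraries and every knockout library on the same side of the WT mean. From each other list with a camera adjusted p under 0.05 it took the 3 called members with the smallest p. For differences between knockouts or tissues it took the 5 largest in each direction, without the rule on every library for tissues, and at most 6 Cic targets. Xist, Tsix, Y-linked genes and gene models without a name were left out of the largest changes. Marker genes quoted for single libraries or for neighbouring tissues were chosen after the data were seen.

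The pipeline was tested on simulated data drawn from the means and totals of the real libraries, with 200 genes changed. Of genes changed by a fold of 1.2 it called from 31.3% to 56.7% in the 6 comparisons with WT, of those changed by 1.5 from 73.1% to 88.1%, and of those changed by 2 from 93.9% to 98.5%. For the difference of Cic-S-KO effects between cerebellum and cortex (17430 genes) the shares were 17.9%, 65.7% and 83.3%. False calls made up from 2.03% to 6.72% of calls. Shared controls were handled by 20 simulated sets of unchanged groups per tissue and by splitting the WT libraries by odd and even number, in both assignments.

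The alternatives were DESeq2 (1.42.0) and limma-voom with sample quality weights, median-ratio (RLE) size factors, no low-count filter or at least 1 CPM in at least 7 libraries, the replicate number as a block, a Y-linked covariate, fits without the robust option, fits of the compared groups or tissues alone, and a test against a fold change of 1.2. Leaving out single libraries that held transcripts of other tissues or low Purkinje cell transcripts, using marker levels of neighbouring tissues as covariates, and exchanging the split sets of WT libraries, were added after the data were seen. For each count, 100 splits of the libraries, or 50 reassignments of genotype within tissues, were drawn with fixed seeds.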

Results

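Poly(A)-selected RNA was sequenced from 70 mouse tissue samples to set apart the effects of losing either isoform of Capicua (Cic), an HMG-box transcriptional repressor that works in a complex with ATXN1 or ATXN1L. Capicua is made as a short and a long isoform. Mice were labelled as knockouts of the short (Cic-S-KO) or long isoform (Cic-L-KO). Wild-type (WT) littermates of both lines formed a common control group, so no comparison separates isoform from line or litter. Lung was taken at postnatal day 6, and cerebral cortex and cerebellum at 12 weeks. Each tissue had 8 WT and 8 Cic-L-KO libraries, and the Cic-S-KO group had 8 lung, 7 cortex and 7 cerebellum libraries. The lung libraries were labelled batch 1 and the brain libraries batch 2, so every comparison of genotypes was made within a batch, while tissue, age and batch could not be separated between lung and brain. Total counts ran from 17798655 to 35523037 in lung, from 20730808 to 32548951 in cortex and from 20440799 to 30464699 in cerebellum. The labels number the replicates without saying that each came from a separate animal, so p-values measure the spread between these samples. Changes are log2 fold changes ± standard error (SE). Adjusted p-values of single genes are from edgeR quasi-likelihood tests with Benjamini-Hochberg adjustment, those of gene lists from camera, and a gene was called at an adjusted p under 0.05.

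Cic itself (ENSMUSG00000005442.13; chromosome 7, 25267704 to 25294159, plus strand, GRCm38) was not called lower in any knockout group. A gene count pools the reads of both isoforms, and the deleted part cannot be counted apart, so these counts do not check the genotype labels. In lung, Cic was at 139 ± 11.3 CPM (counts scaled to library size; mean ± SD, n = 8) in WT, 172 ± 10.5 in Cic-S-KO and 135 ± 5.62 in Cic-L-KO. The libraries spanned 128 to 157 CPM in WT, 149 to 183 in Cic-S-KO and 131 to 148 in Cic-L-KO. The rise in Cic-S-KO lung was called (0.31 ± 0.05, adjusted p = 6.41e-05) and the difference in Cic-L-KO lung was not (-0.04 ± 0.05, adjusted p = 0.681). In cortex, Cic rose from 162 ± 8.62 CPM in WT (150 to 173) to 251 ± 7.64 in Cic-S-KO (237 to 260; 0.63 ± 0.04, adjusted p = 1.35e-12) and to 298 ± 17.0 in Cic-L-KO (269 to 318; 0.88 ± 0.04, adjusted p = 9.49e-18). In cerebellum, WT libraries held 192 ± 14.5 CPM (172 to 212), Cic-S-KO libraries 213 ± 14.6 (183 to 227) and Cic-L-KO libraries 212 ± 13.2 (195 to 230). The cerebellar change was called in Cic-L-KO (0.15 ± 0.05, adjusted p = 0.0253) and lay at the threshold in Cic-S-KO (0.15 ± 0.05, adjusted p = 0.05004). There 6 alternatives called it, at adjusted p from 0.00207 (marker covariates) to 0.0447 (no filter), and others did not, as at 0.0616 (the 2 groups alone) and 0.0772 (without Cic-S-KO replicate 4). Atxn1 rose in all Cic-L-KO tissues, by 0.33 ± 0.05 in lung, 0.90 ± 0.04 in cortex and 0.36 ± 0.07 in cerebellum (adjusted p = 4.08e-04, 2.68e-16 and 5.72e-04). In Cic-S-KO it fell by 0.23 ± 0.05 in cortex (adjusted p = 0.00335), and was not called in lung (0.02 ± 0.05, adjusted p = 0.811) or cerebellum (-0.22 ± 0.07, adjusted p = 0.0617). The cerebellar value was called at an adjusted p of 0.0164 (-0.26) without WT replicate 1 and of 0.0264 (-0.20) with choroid plexus and brainstem marker covariates. Atxn1l was not called in any of the 6 comparisons with WT.

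**Figure D1:**
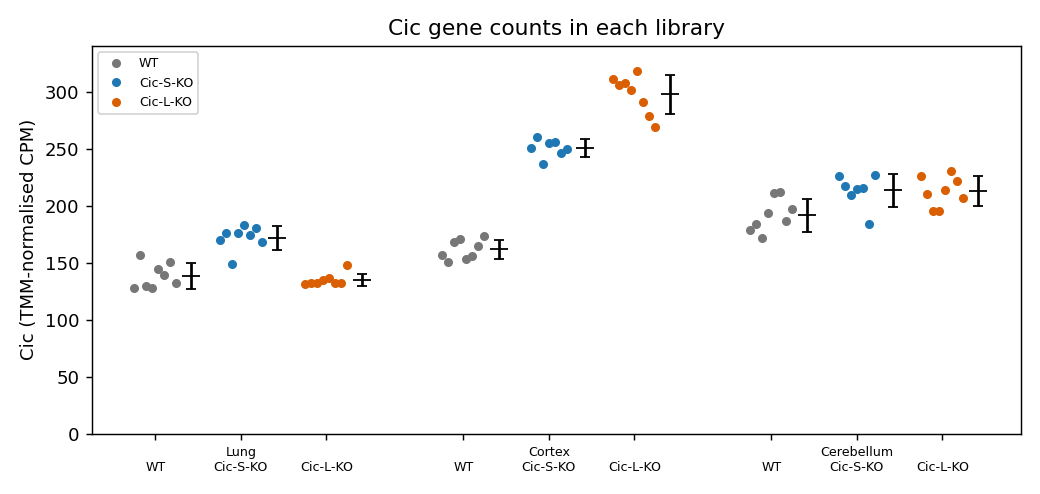
Cic CPM in each of the 70 libraries by tissue and genotype, each point a library and each bar the mean ± SD of its group. Cortex means were 162 CPM in WT, 251 in Cic-S-KO and 298 in Cic-L-KO, and in no tissue did the Cic-S-KO mean lie below the WT mean.

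In lung at postnatal day 6, loss of the short isoform went with higher immune and airway markers and with lower endothelial and contractile markers (n = 8 per group; adjusted p of these lists from 0.0534 to 0.446 with an estimated correlation). The largest rise was in Chil4, a chitinase-like protein made in type 2 inflammation, from 0.645 CPM in WT to 69.7 in Cic-S-KO with an SD of 83.2 CPM between knockout libraries (6.77 ± 1.08). Clca1, secreted by goblet cells, rose by 5.43 ± 1.07, and Slc26a4, the anion exchanger pendrin, by 4.57 ± 0.84. Chil3 and Retnla, products of alternatively activated macrophages, rose by 4.0 ± 0.68 and 3.52 ± 0.49, and the neutrophil-attracting chemokines Cxcl5 and Cxcl3 by 4.24 ± 0.89 and 3.59 ± 0.77. Fer1l6 rose by 3.8 ± 0.78, and adjusted p of these 8 genes ran from 1.05e-04 to 0.00341. The largest falls were smaller. Crabp1, a retinoic acid binding protein, fell by 1.08 ± 0.34, the cadherin Cdh8 by 0.98 ± 0.24, Olfr78 by 0.98 ± 0.31 and Glb1l3 by 0.92 ± 0.25. Lrrc15 fell by 0.92 ± 0.23, Acoxl by 0.89 ± 0.17, the potassium channel subunit Kcne2 by 0.86 ± 0.21 and the neuropeptide Y receptor Npy2r by 0.77 ± 0.20 (adjusted p of these 8 from 0.00124 to 0.0322). By selection all 8 knockout libraries lay on the same side of the WT mean.

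Of 11 lung macrophage markers in Cic-S-KO lung, 7 rose (11 adjusted over the list alone), among them the mannose receptor Mrc1 (0.70 ± 0.09), Adgre1 (1.00 ± 0.13) and Cd68 (1.09 ± 0.17). The median of the list was 0.68, with a camera adjusted p of 2.25e-12 (adjusted p = 0.0534 with an estimated correlation). All 7 neutrophil markers rose (7 adjusted over the list alone), including the granule proteins Mmp8 (1.60 ± 0.30) and Ltf (1.57 ± 0.37) and the calprotectin subunit S100a9 (1.49 ± 0.36). The neutrophil list had adjusted p = 8.71e-07 (adjusted p = 0.227 with an estimated correlation). Among 10 lymphocyte markers 3 rose (5 adjusted over the list alone), namely the B cell receptor subunits Cd79b (0.61 ± 0.13) and Cd79a (0.78 ± 0.18) and the natural killer cell receptor Klrb1c (1.02 ± 0.35). The lymphocyte list had adjusted p = 0.00171 (adjusted p = 0.446 with an estimated correlation). Of 11 interferon-stimulated genes 2 rose (5 adjusted over the list alone), Oas1a by 1.33 ± 0.33 and Ifit3 by 0.87 ± 0.26, at adjusted p = 0.00399 for the list (adjusted p = 0.614 with an estimated correlation; exact permutation adjusted p = 0.0914). Cic-S-KO replicate 5 also held neuronal transcripts, with Neurod6 at 3.77 CPM against 0 in the 23 other lung libraries and Slc17a7 at 8.39 CPM against at most 0.761, and it was the deepest library (35523037 counts). Without it Klrb1c (1.05, adjusted p = 0.0529) and Ifit3 (0.79, adjusted p = 0.0555) were not called, with folds about as large.

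Of 9 airway epithelial markers 5 rose in Cic-S-KO lung (5 adjusted over the list alone), among them the ciliary genes Rsph1 (0.93 ± 0.16), Ccdc113 (0.85 ± 0.14) and Dynlrb2 (0.82 ± 0.16). The airway list had adjusted p = 2.43e-06 (adjusted p = 0.227 with an estimated correlation). Of 10 endothelial markers 5 fell (7 adjusted over the list alone), such as the receptors Tek (-0.23 ± 0.06) and Kdr (-0.18 ± 0.05) and the sialomucin Emcn (-0.30 ± 0.08). The endothelial list had adjusted p = 1.42e-04 (adjusted p = 0.30 with an estimated correlation). A list of capillary endothelial markers had 1 rise among 8 (1 higher and 3 lower adjusted over the list alone) and a median of -0.18, and was not called (adjusted p = 0.0822). Alveolar myofibroblast and smooth muscle markers fell likewise in 5 of 10 cases (7 adjusted over the list alone), with Hhip, a hedgehog inhibitor, at -0.30 ± 0.08, the smooth muscle actin Actg2 at -0.30 ± 0.08 and the smooth muscle myosin Myh11 at -0.26 ± 0.08. Their camera adjusted p was 3.21e-04 (adjusted p = 0.227 with an estimated correlation). Elastic fibre genes fell in 3 of 11 cases (3 adjusted over the list alone), Mfap4 by 0.30 ± 0.07, the cross-linking enzyme Loxl2 by 0.23 ± 0.07 and Fbln5 by 0.23 ± 0.07. The elastic fibre list had adjusted p = 0.00720 (adjusted p = 0.494 with an estimated correlation). Among alveolar type 2 markers 3 of 11 rose (3 adjusted over the list alone) and the list was not called (adjusted p = 0.127). Alveolar type 1 markers had 1 rise and 1 fall among 9 (1 and 1 adjusted over the list alone; adjusted p = 0.858, with a median just above 0 and a mean just below). Cardiac muscle markers, which would report pieces of atrium or pulmonary vein, had a median of 0.05, a mean of 0.02 and a camera direction of down, and were not called (adjusted p = 0.594). Mitochondrially encoded mRNAs rose in 2 of 11 cases and were not called as a list (adjusted p = 0.118; exact permutation adjusted p = 0.0201).

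Of 19 genes listed as Cic targets (whether direct was not tested) 1 was called in Cic-S-KO lung. Etv4, an ETS transcription factor, rose (1 adjusted over the list alone), from 26.6 to 44.4 CPM (0.74 ± 0.09, adjusted p = 1.26e-05). The list had a median of -0.07, a mean of 0.03 and a camera direction of down, and was not called (adjusted p = 0.858). Of 14 neighbours of Cic on chromosome 7, 5 rose (6 adjusted over the list alone), among them the chemokine Cxcl17 (1.59 ± 0.24) and the transcription factor Pou2f2 (0.68 ± 0.16). The neighbour list had adjusted p = 0.00924 (0.275 with an estimated correlation). In all, 2624 of 16695 tested genes were called, 1668 higher and 956 lower. With a fold change of at least 1.2 required by the test, 492 were called. Against the 4 odd-numbered WT libraries alone 349 genes were called and against the 4 even-numbered 2825; the cause was not tested.

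In Cic-L-KO lung, transcripts of a cartilage collagen and of alveolar type 1 cells were higher, and those of cell cycle genes lower, than in WT (n = 8 per group; list adjusted p = 0.0365 and 0.163 with an estimated correlation). Col2a1, the collagen of cartilage, rose from 5.80 to 48.9 CPM (3.07 ± 0.13, adjusted p = 1.01e-15). The phosphate transporter Slc17a2 rose by 1.98 ± 0.17, the FGF-binding protein Fgfbp1 by 1.67 ± 0.12, the water channel Aqp3 by 1.68 ± 0.42 and granzyme A (Gzma) by 1.63 ± 0.40. Macrophage elastase (Mmp12) rose by 1.47 ± 0.36, Frat1, a regulator of Wnt signalling, by 1.24 ± 0.14 and the muscle actinin Actn3 by 1.24 ± 0.28 (adjusted p of these 7 from 4.28e-10 to 0.0225). Among the largest falls were Gmnc (-1.48 ± 0.26) and Mcidas (-0.96 ± 0.17), which start the multiciliated cell programme, Foxn4 (-1.14 ± 0.32), and the cilia genes Hydin (-1.08 ± 0.23) and Cfap99 (-1.07 ± 0.22). Grem1, an inhibitor of BMP ligands, fell by 1.34 ± 0.34, Spata18 by 1.02 ± 0.27 and Ugt8a by 0.98 ± 0.28. Adjusted p of these falls ran from 7.91e-04 to 0.0415. The fixed list of airway epithelial markers did not move with them: 1 of 9 rose (1 adjusted over the list alone), its median was -0.12, its mean 0.01 and its camera direction down (adjusted p = 0.806).

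Of 13 cell cycle genes 5 were lower in Cic-L-KO lung (11 adjusted over the list alone), with the mitotic cyclins Ccnb1 and Ccna2 at -0.45 ± 0.08 and -0.37 ± 0.08 and the ribonucleotide reductase subunit Rrm2 at -0.27 ± 0.07. The cell cycle list had adjusted p = 2.72e-09 (adjusted p = 0.163 with an estimated correlation). Alveolar type 1 markers rose in 4 of 9 cases (5 adjusted over the list alone), including Hopx (0.46 ± 0.05), the receptor Ager (0.22 ± 0.05) and Akap5 (0.25 ± 0.06). The list kept its call (adjusted p = 4.87e-05, and 0.0365 with an estimated correlation). Interferon-stimulated genes were higher with 1 of 11 called (4 adjusted over the list alone), Ifit3 at 1.02 ± 0.26 (list adjusted p = 6.78e-05, and 0.520 with an estimated correlation). Macrophage markers rose as a list with 1 of 11 called (3 adjusted over the list alone), Csf1r at 0.33 ± 0.09 (list adjusted p = 0.00146, and adjusted p = 0.488 with an estimated correlation). The neutrophil list was called with a median of 0.54 (adjusted p = 0.0146; adjusted p = 0.597 with an estimated correlation) and none of its 7 genes was called by edgeR or DESeq2, 1 having an unadjusted p under 0.05 (0 adjusted over the list alone). The lymphocyte list was called likewise (median 0.34, adjusted p = 0.0150; adjusted p = 0.597 with an estimated correlation), with 0 of 10 genes called by edgeR or DESeq2, 3 at an unadjusted p under 0.05 and 0 adjusted over the list alone. Matrix metalloproteinases and inhibitors rose in 2 of 15 cases (3 adjusted over the list alone), Mmp12 and Mmp13 (1.21 ± 0.32; list adjusted p = 0.0242, and 0.163 with an estimated correlation). In Cic-S-KO lung 5 of 15 rose (list adjusted p = 0.459; exact permutation adjusted p = 0.00280). Cholesterol synthesis genes had a median of -0.15 (list adjusted p = 0.00247, and 0.597 with an estimated correlation), 0 of 15 called by edgeR or DESeq2, 2 at an unadjusted p under 0.05 and 0 adjusted over the list alone. Cic-L-KO replicate 2 held skeletal muscle transcripts, with Acta1 at 39.0 CPM and Myh3 at 35.2 CPM against at most 0.779 and 0.871 in the 23 other lung libraries. In an exact permutation of library means the interferon (adjusted p = 0.0883), macrophage (0.0883), neutrophil (0.260), lymphocyte (0.348) and cholesterol (0.157) lists were not called.

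Of the 19 Cic targets 3 rose in Cic-L-KO lung (3 higher and 1 lower adjusted over the list alone): Maff, a small MAF transcription factor, by 1.15 ± 0.20, the MAP kinase phosphatase Dusp4 by 0.45 ± 0.09 and Etv4 by 0.40 ± 0.09 (adjusted p = 0.00139, 0.00311 and 0.00792). The list was called (median 0.05, adjusted p = 0.0150) and lost the call with an estimated correlation (adjusted p = 0.597) and in an exact permutation of library means (adjusted p = 0.112). Of 14 neighbours of Cic 2 rose (4 adjusted over the list alone), Pafah1b3, the next gene downstream on the opposite strand (25295049 to 25297986), by 0.44 ± 0.06 and Rabac1 by 0.26 ± 0.06. The neighbour list had adjusted p = 0.00623 (0.257 with an estimated correlation; exact permutation 0.0883). In all, 817 of 16695 genes were called, 437 higher and 380 lower, and 33 passed a test for a fold change of at least 1.2.

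Set directly against Cic-S-KO, Cic-L-KO lung (n = 8 per group) was lower in Chil4 by -3.97 ± 0.87, Chil3 by -3.88 ± 0.67, Slc26a4 by -3.62 ± 0.79, Clca1 by -3.27 ± 0.94 and the acute phase protein Saa3 by -2.78 ± 0.50 (adjusted p from 6.59e-04 to 0.0251). Acoxl was higher by 1.57 ± 0.17, Col2a1 by 1.55 ± 0.12, Slc17a2 by 1.47 ± 0.17 and Fgfbp1 by 1.40 ± 0.12 (adjusted p from 3.06e-09 to 1.08e-05). The nuclear receptor Nr4a3 was higher by 1.72 ± 0.54 (adjusted p = 0.0414), and was not called without Cic-S-KO replicate 5 (1.69, adjusted p = 0.0730) or Cic-L-KO replicate 2 (1.67, adjusted p = 0.0664), with a fold about as large. Airway epithelial markers were lower in 5 of 9 cases (7 lower and 1 higher adjusted over the list alone), macrophage markers in 5 of 11 (6 adjusted over the list alone), with list adjusted p of 3.40e-07 and 1.02e-05 (both adjusted p = 0.159 with an estimated correlation). The neutrophil list was lower (median -0.98, adjusted p = 0.00220; adjusted p = 0.386 with an estimated correlation), with 0 of 7 genes called by edgeR, all 7 at an unadjusted p under 0.05, 7 adjusted over the list alone and 2 called by DESeq2. Endothelial markers were higher in 6 of 10 cases (9 adjusted over the list alone; list adjusted p = 1.90e-06, and adjusted p = 0.159 with an estimated correlation). Alveolar type 1 markers were higher in 5 of 9 (6 adjusted over the list alone; list adjusted p = 9.24e-05, and adjusted p = 0.0763 with an estimated correlation). Myofibroblast and smooth muscle markers were higher in 4 of 10 (6 adjusted over the list alone; list adjusted p = 1.90e-06, and adjusted p = 0.107 with an estimated correlation). Among Cic targets Dusp4 (0.54 ± 0.09) and Maff (1.21 ± 0.20) were higher and Etv4 (-0.34 ± 0.09) lower in Cic-L-KO (2 higher and 1 lower adjusted over the list alone; list adjusted p = 0.0183, and adjusted p = 0.452 with an estimated correlation). The lists of cell cycle (median -0.19, adjusted p = 9.24e-05; 3 of 13 lower) and cholesterol genes (-0.26, 7.78e-05; 5 of 15 lower) were also called lower. Capillary endothelial (0.24, 0.00453; 1 of 8 higher), elastic fibre (0.12, 0.00453; 2 of 11 higher) and immediate early lists (0.42, 0.0385; 0 of 11) were called higher. None of these 5 held with an estimated correlation, and cholesterol (0.0556), elastic fibre (0.0712) and immediate early lists (0.107) did not hold in the exact permutation. Without Cic-S-KO replicate 5 cholesterol genes were lower in 2 cases and alveolar type 1, elastic fibre and capillary markers higher in 3, 1 and 2. Without Cic-L-KO replicate 2 the immediate early list was not called (adjusted p = 0.0932), and 1 elastic fibre and 2 capillary genes were higher. Of 16695 genes 2030 differed, 809 higher and 1221 lower in Cic-L-KO, and 442 passed a test for a fold change of at least 1.2.

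In Cic-S-KO cortex at 12 weeks the changes were mostly small (n = 7 knockout and 8 WT libraries). Ngfr, the p75 neurotrophin receptor, rose by 1.71 ± 0.44, the transcription factor Sp7 (osterix) by 1.67 ± 0.23, Col2a1 by 1.14 ± 0.19, the serine protease Tmprss5 by 1.09 ± 0.20 and the class I histocompatibility gene H2-Q6 by 1.09 ± 0.25. Igfbpl1 rose by 1.08 ± 0.26, the proton channel Otop2 by 1.08 ± 0.21 and the collagen Col5a3 by 1.05 ± 0.16 (adjusted p of these 8 from 4.94e-05 to 0.0248). Hapln2, a link protein of the matrix around nodes of Ranvier, had the largest fall, from 16.8 to 6.91 CPM (-1.28 ± 0.09, adjusted p = 3.29e-11). Cyp1b1 fell by 0.77 ± 0.17, Serpind1 (heparin cofactor II) by 0.71 ± 0.15 and gastrin-releasing peptide (Grp) by 0.63 ± 0.11 (adjusted p from 6.59e-04 to 0.00723). Pnlip fell by 0.89 ± 0.28, the lactate receptor Hcar1 by 0.79 ± 0.24, the kinase Sgk1 by 0.64 ± 0.17 and the Notch coactivator Maml3 by 0.61 ± 0.16 (adjusted p from 0.0227 to 0.0471). The cortex pieces differed in striatal transcripts, with the dopamine receptor Drd2 at a median of 23.0 CPM (2.98 to 26.4) in Cic-S-KO and 8.44 (0.861 to 21.9) in WT. With choroid plexus and striatal marker levels as covariates Pnlip (-0.86, adjusted p = 0.108), Hcar1 (-0.76, adjusted p = 0.0931), Sgk1 (-0.69, adjusted p = 0.0563) and Maml3 (-0.53, adjusted p = 0.0648) were not called, with folds about as large.

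Of 8 oligodendrocyte markers 2 rose in Cic-S-KO cortex (5 adjusted over the list alone), the myelin proteins Mag (0.51 ± 0.07) and Mog (0.38 ± 0.09), at adjusted p = 9.64e-05 for the list (adjusted p = 0.650 with an estimated correlation; exact permutation adjusted p = 0.338). Of 8 heat shock genes 3 fell (3 adjusted over the list alone), the chaperones Hsp90aa1 (-0.22 ± 0.04), Hspa8 (-0.25 ± 0.05) and Hsph1 (-0.25 ± 0.07). The heat shock list had adjusted p = 3.51e-04 (adjusted p = 0.650 with an estimated correlation; exact permutation adjusted p = 0.411). Of 14 neighbours of Cic 3 rose (4 adjusted over the list alone), among them the kainate receptor subunit Grik5 (0.19 ± 0.04) and Tmem145 (0.24 ± 0.07). The neighbour list had adjusted p = 0.00622 (0.650 with an estimated correlation; exact permutation 0.104). The striatal list itself was called upward (median 0.62, adjusted p = 0.00622; adjusted p = 0.919 with an estimated correlation; exact permutation adjusted p = 0.549) with 0 of 9 genes called by edgeR or DESeq2, 3 at an unadjusted p under 0.05 and 0 adjusted over the list alone. Mitochondrially encoded mRNAs were called lower as a list (median -0.08, adjusted p = 0.0460; adjusted p = 0.919 with an estimated correlation; exact permutation adjusted p = 0.549), with 0 of 13 called by edgeR or DESeq2, 3 at an unadjusted p under 0.05 and 0 adjusted over the list alone. Excitatory neuron markers had no call among 8 by edgeR or DESeq2 and 1 at an unadjusted p under 0.05 (0 adjusted over the list alone; list median -0.07, adjusted p = 0.298). Of 8 inhibitory neuron markers 2 fell (3 adjusted over the list alone; adjusted p = 0.119). None of the 19 Cic targets was called by edgeR (0 adjusted over the list alone), 2 had an unadjusted p under 0.05 and DESeq2 called 1; the list median was -0.06 (adjusted p = 0.385). In all, 1108 of 16974 genes were called, 480 higher and 628 lower. The count was 654 with the 2 groups fitted alone, 654 with the marker covariates and 732 with no filter on low counts, where the share higher moved from 43.3% to 57.0%, and 18 genes passed a test for a fold change of at least 1.2.

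In Cic-L-KO cortex 7338 of 16974 genes were called (n = 8 per group). The Wnt antagonist Sfrp5 rose from 0.855 to 8.41 CPM (3.28 ± 0.36), the monoamine transporter Slc29a4 from 8.82 to 74.1 CPM (3.07 ± 0.17) and Colq, the collagen tail that anchors acetylcholinesterase, from 1.18 to 9.39 CPM (2.98 ± 0.19). The incretin receptor Gipr rose by 2.17 ± 0.14, the ubiquitin ligase Trim67 by 2.13 ± 0.09, Ankrd55 by 2.04 ± 0.13 and the bradykinin receptor Bdkrb2 by 2.01 ± 0.20 (adjusted p of these 7 from 9.49e-18 to 2.04e-07). Samd3 fell by 3.01 ± 0.31, and the Wnt agonist Rspo1 fell from 12.2 to 1.76 CPM (-2.81 ± 0.15). The tetraspanin Tspan11 (-2.75 ± 0.15) and hemojuvelin (Hfe2; -2.31 ± 0.24) fell as well. The lipoxygenase Alox12b fell by 2.00 ± 0.13, Cpne5 by 1.87 ± 0.12, the sodium channel Scn7a by 1.79 ± 0.11 and Palm3 by 1.74 ± 0.17 (adjusted p of these 8 from 4.49e-15 to 9.71e-09). By selection all 8 knockout libraries lay on the same side of the WT mean.

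Among 19 Cic targets 9 rose and 3 fell in Cic-L-KO cortex (10 and 4 adjusted over the list alone). Maff rose from 2.04 to 8.77 CPM (2.10 ± 0.18, adjusted p = 3.49e-10), Etv4 by 1.09 ± 0.08 (adjusted p = 5.79e-12) and the ETS factor Etv5 by 0.48 ± 0.11 (adjusted p = 0.00143). Spred3 rose by 0.57 ± 0.07, Spred2 by 0.31 ± 0.12 and Spry4 by 0.55 ± 0.13, as did the adaptors Shc3 (0.71 ± 0.08) and Shc4 (0.38 ± 0.07) and the cyclin Ccnd1 (0.26 ± 0.06; adjusted p of these 6 from 9.10e-08 to 0.0335). The 3 that fell were Etv1 (-0.41 ± 0.06, adjusted p = 1.09e-06), an ETS factor, the phosphatase Dusp5 (-0.54 ± 0.20, adjusted p = 0.0392) and the signalling inhibitor Spred1 (-0.19 ± 0.07, adjusted p = 0.0401). Dusp5 and Spred1 lay outside the rule for named genes and were chosen after their values were seen. The list was called upward (median 0.26, adjusted p = 0.0122; adjusted p = 0.638 with an estimated correlation), and its library means were above the WT mean in 8 of 8 libraries (exact permutation adjusted p = 0.00119).

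**Figure D2:**
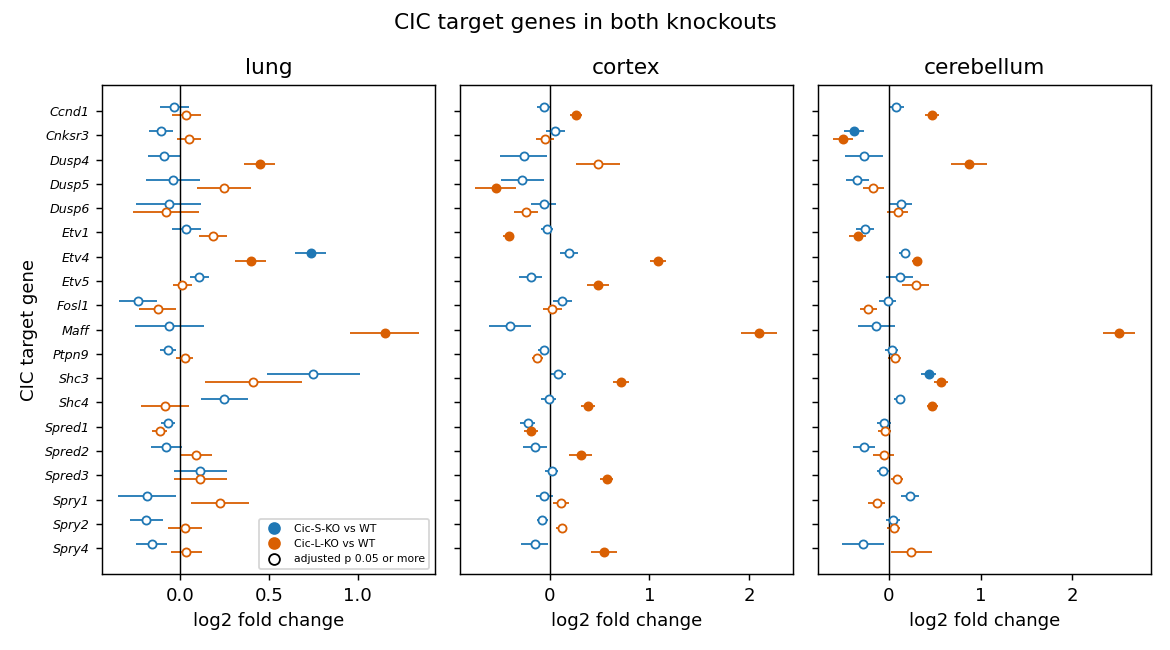
Log2 fold change ± SE of the 19 Cic target genes in each knockout against WT by tissue, filled where the edgeR adjusted p was under 0.05. Filled points number 9 above and 3 below 0 in Cic-L-KO cortex, 6 above and 2 below 0 in Cic-L-KO cerebellum, and none in Cic-S-KO cortex.

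Of 8 excitatory neuron markers in Cic-L-KO cortex 4 fell and 1 rose (4 and 1 adjusted over the list alone), with the vesicular glutamate transporter Slc17a7 at -0.38 ± 0.03, the kinase Camk2a at -0.53 ± 0.05 and the transcription factor Tbr1 at -0.45 ± 0.05, and the list was called downward (adjusted p = 0.0122; adjusted p = 0.523 with an estimated correlation). Upper-layer markers fell in 5 of 8 cases and rose in 2 (6 and 2 adjusted over the list alone), with the calcium buffer Calb1 at -0.67 ± 0.07, Stard8 at -0.61 ± 0.09 and Lmo4 at -0.27 ± 0.05 (list adjusted p = 0.0202; adjusted p = 0.386 with an estimated correlation). Deep-layer markers fell in 4 of 9 cases (4 adjusted over the list alone), with Foxp2 at -0.52 ± 0.10 and Hs3st4 at -0.27 ± 0.05 beside Tbr1 (list adjusted p = 0.0476; adjusted p = 0.335 with an estimated correlation). Of 8 inhibitory neuron markers 4 rose and 1 fell (5 and 1 adjusted over the list alone): the neuropeptides Sst and Npy rose by 0.72 ± 0.04 and 0.81 ± 0.05, and Vip fell by 0.41 ± 0.08. That list was called upward (adjusted p = 0.0110; adjusted p = 0.335 with an estimated correlation). Of 10 endothelial markers 6 rose (7 adjusted over the list alone), among them the VEGF receptors Kdr (0.80 ± 0.13) and Flt1 (0.28 ± 0.06) and the angiopoietin receptor Tek (0.29 ± 0.07). The endothelial list had adjusted p = 0.0179 (adjusted p = 0.638 with an estimated correlation). Of 14 neighbours of Cic 5 rose and 2 fell (5 and 2 adjusted over the list alone), led by Pafah1b3, from 8.28 to 28.3 CPM (1.77 ± 0.07), and Arhgef1 (0.54 ± 0.08; list adjusted p = 0.0154; adjusted p = 0.335 with an estimated correlation). Heat shock genes fell in 5 of 8 cases (list adjusted p = 0.0582; exact permutation adjusted p = 0.00255), mitochondrially encoded mRNAs rose in 5 of 13 and immediate early genes fell in 4 of 12 (both lists adjusted p = 0.205). Choroid plexus transcripts were uneven between the cortex pieces: Ttr had a median of 360 CPM (6.0 to 1153) in Cic-L-KO, 18.1 (13.0 to 519) in WT and 10.4 (4.64 to 582) in Cic-S-KO. The choroid plexus list had a median of 1.60 and was not called (adjusted p = 0.246), with 1 of 7 genes called (0 adjusted over the list alone). Of the called genes 3624 were higher and 3714 lower, and 1658 passed a test for a fold change of at least 1.2.

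Directly compared in cortex, Cic-L-KO exceeded Cic-S-KO (8 and 7 libraries) in Colq by 3.69 ± 0.21, Slc29a4 by 3.19 ± 0.18, Sfrp5 by 2.58 ± 0.35, Maff by 2.50 ± 0.20 and the intestinal peptide receptor Glp2r by 2.36 ± 0.12. Samd3 was lower (-3.66 ± 0.31), as were Rspo1 (-2.69 ± 0.15), Hfe2 (-2.50 ± 0.24), Tspan11 (-2.37 ± 0.15) and Otop2 (-2.36 ± 0.23), with adjusted p of these 10 genes from 5.89e-16 to 5.65e-06. Of the 19 Cic targets 11 were higher and 1 lower (11 and 1 adjusted over the list alone), with Etv4 at 0.89 ± 0.08, Spred3 at 0.55 ± 0.07, Shc3 at 0.63 ± 0.08, Shc4 at 0.39 ± 0.07 and Etv1 at -0.38 ± 0.06 (list adjusted p = 8.07e-04; adjusted p = 0.583 with an estimated correlation). Inhibitory neuron markers were higher in 3 of 8 cases (3 adjusted over the list alone; list adjusted p = 5.55e-05, and adjusted p = 0.0450 with an estimated correlation). Endothelial markers were higher in 7 of 10 (7 adjusted over the list alone; list adjusted p = 0.00105, and adjusted p = 0.583 with an estimated correlation). Oligodendrocyte markers were lower in 6 of 8 (7 adjusted over the list alone; list adjusted p = 0.00338, and adjusted p = 0.583 with an estimated correlation). Excitatory neuron markers were lower in 4 of 8 and higher in 1 (4 and 2 adjusted over the list alone; list adjusted p = 0.0409, and adjusted p = 0.583 with an estimated correlation). Mitochondrially encoded mRNAs were higher in 10 of 13 (10 adjusted over the list alone; list adjusted p = 0.0104, and adjusted p = 0.615 with an estimated correlation; exact permutation adjusted p = 0.0147). The pieces also differed in choroid plexus (median 1.68, adjusted p = 0.162) and striatal markers (-0.57, adjusted p = 0.170), neither list being called. Immediate early genes were lower in 5 of 12 and higher in 1 (list adjusted p = 0.0783; exact permutation adjusted p = 0.00460). In all, 5757 genes differed, 2807 higher and 2950 lower in Cic-L-KO, and 1414 passed a test for a fold change of at least 1.2.

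In Cic-S-KO cerebellum, granule cell transcripts were lower and transcripts of interneurons and Bergmann glia higher than in WT (n = 7 knockout and 8 WT libraries; adjusted p = 0.275 for each list with an estimated correlation). Of 10 granule cell markers 6 fell (8 adjusted over the list alone), with the GABA receptor subunit Gabra6 at -0.42 ± 0.10, the transcription factor Neurod1 at -0.40 ± 0.10 and Cbln3 at -0.37 ± 0.10. The granule cell list had adjusted p = 7.96e-08 (adjusted p = 0.275 with an estimated correlation). Of 13 Purkinje cell markers 5 rose (9 adjusted over the list alone), including the calcium channels Cacna1g (0.33 ± 0.07) and Itpr1 (0.31 ± 0.07). The Purkinje cell list had adjusted p = 2.59e-06 (adjusted p = 0.367 with an estimated correlation; exact permutation adjusted p = 0.0561). Of 8 interneuron markers 5 rose (5 adjusted over the list alone), such as the vesicular transporter Slc32a1 (0.24 ± 0.05) and the GABA-making enzyme Gad1 (0.27 ± 0.06). The interneuron list had adjusted p = 0.00114 (adjusted p = 0.275 with an estimated correlation). Bergmann glia markers rose in 3 of 7 cases (4 adjusted over the list alone), Hopx by 0.37 ± 0.06, Gria1 by 0.31 ± 0.06 and Slc1a3 by 0.21 ± 0.07. The Bergmann glia list had adjusted p = 1.73e-04 (adjusted p = 0.275 with an estimated correlation). WT replicate 1 was the lowest of the 23 cerebellum libraries for Itpr1 (3836 CPM against a median of 5529 in the other 22), Cacna1g (368 against 496) and Gad1 (577 against 787). Without it the granule list kept its call with 7 genes lower, and Slc1a3 (0.17, adjusted p = 0.0562) was not called. Cic-S-KO replicate 4 held forebrain transcripts, with Nrgn at 89.8 CPM against at most 35.7 in the others. Without it 3 granule genes were called lower, and Slc1a3 was not called with the same fold (0.20, adjusted p = 0.0734).

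Astrocyte markers rose in 4 of 8 cases in Cic-S-KO cerebellum (5 adjusted over the list alone), with S100b at 0.28 ± 0.05, Aldh1l1 at 0.16 ± 0.04 and Aldoc at 0.12 ± 0.04. The astrocyte list had adjusted p = 0.0106 (adjusted p = 0.283 with an estimated correlation). Oligodendrocyte markers rose in 1 of 8 (1 adjusted over the list alone), Mog at 0.35 ± 0.11, at adjusted p = 0.0127 for the list (adjusted p = 0.545 with an estimated correlation). Cholesterol synthesis genes rose in 1 of 15 (0 adjusted over the list alone), Hmgcs1 at 0.31 ± 0.09, at adjusted p = 0.00379 for the list (adjusted p = 0.545 with an estimated correlation). Immediate early genes rose in 1 of 11 (1 adjusted over the list alone), Egr3 at 1.11 ± 0.31, at adjusted p = 0.0311 for the list (adjusted p = 0.545 with an estimated correlation). Without Cic-S-KO replicate 4, Egr3 (0.73, adjusted p = 0.116) was not called, nor were Mog (0.35, adjusted p = 0.0696) and Hmgcs1 (0.31, adjusted p = 0.0628), whose folds did not change. Without WT replicate 1, Aldoc (0.11, adjusted p = 0.0515) and the immediate early list (adjusted p = 0.110) were not called. With it left out 3 oligodendrocyte, 4 cholesterol, 3 interferon, 2 microglia and 1 endothelial genes were higher (interferon list adjusted p = 0.00272). Endothelial (median 0.21, adjusted p = 0.0127; 0 of 10 genes called) and microglia lists (0.19, 0.0109; 0 of 9) were called higher, as were those of metalloproteinases (0.20, 0.0184; 1 of 13) and interferon-stimulated genes (0.29, 0.0397; 0 of 11). None of these 4 held with an estimated correlation (adjusted p from 0.275 to 0.549). DESeq2 called 2 endothelial, 1 microglia and 1 interferon gene, and without Cic-S-KO replicate 4 the interferon list was not called (0.28, adjusted p = 0.0711). In the exact permutation the oligodendrocyte (adjusted p = 0.251), cholesterol (0.275), immediate early (0.310), endothelial (0.257), microglia (0.135), metalloproteinase (0.0781) and interferon (0.371) lists were not called. Among single genes, tyrosine hydroxylase (Th) rose from 10 to 24.3 CPM (1.27 ± 0.11, adjusted p = 4.18e-08), H2-Q6 by 1.28 ± 0.25, the lipid transporter Abca8a by 1.12 ± 0.13 and the somatostatin receptor Sstr2 by 1.08 ± 0.28. Gkn3 rose by 1.02 ± 0.23, the ion channel Pkd2l1 by 0.98 ± 0.12, fibrillin 2 (Fbn2) by 0.98 ± 0.23 and the transcription factor Tbx1 by 0.86 ± 0.16 (adjusted p of these 7 from 8.82e-06 to 0.0152). Fbxw15 fell by 1.26 ± 0.29, the galanin receptor Galr1 by 1.08 ± 0.26, Mas1 by 1.04 ± 0.27 and the red cell anion exchanger Slc4a1 by 0.98 ± 0.23. The protease Pappa fell by 0.98 ± 0.22, Plin4 by 0.95 ± 0.27 and Rag1 by 0.93 ± 0.18 (adjusted p of these 7 from 0.00210 to 0.0277). Lrrc39 fell by 0.82 ± 0.25 (adjusted p = 0.0398), and was not called without Cic-S-KO replicate 4 (-0.71, adjusted p = 0.0872).

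Of the 19 Cic targets Shc3 rose (0.44 ± 0.08, adjusted p = 0.00186) and Cnksr3, a scaffold of MAP kinase signalling, fell (-0.38 ± 0.11, adjusted p = 0.0387) in Cic-S-KO cerebellum, with 2 higher and 1 lower adjusted over the list alone. The list was not called (median -0.01, adjusted p = 0.866). In all, 1370 of 16643 genes were called, 723 higher and 647 lower, and 10 passed a test for a fold change of at least 1.2. The count was 2465 with choroid plexus and brainstem marker levels as covariates.

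Of 10 endothelial markers in Cic-L-KO cerebellum (n = 8 per group) 9 rose (9 adjusted over the list alone), among them Kdr from 9.60 to 21.1 CPM (1.14 ± 0.10), the cadherin Cdh5 (0.64 ± 0.09) and Flt1 (0.55 ± 0.08). The endothelial list had adjusted p = 1.65e-11 (adjusted p = 0.102 with an estimated correlation), with a median of 0.51. Of 10 granule cell markers 4 fell (6 adjusted over the list alone), with Pax6 at -0.33 ± 0.07, Slc17a7 at -0.31 ± 0.07 and Gabra6 at -0.38 ± 0.09. The granule cell list had adjusted p = 5.70e-04 (adjusted p = 0.574 with an estimated correlation). Of 8 interneuron markers 5 rose (5 adjusted over the list alone), with Slc32a1 at 0.38 ± 0.05, Gad1 at 0.27 ± 0.06 and Gad2 at 0.18 ± 0.04. The interneuron list had adjusted p = 0.00111 (adjusted p = 0.127 with an estimated correlation). None of 13 Purkinje cell markers was called by edgeR (0 adjusted over the list alone) or DESeq2, and 1 had an unadjusted p under 0.05 (list median 0.03, adjusted p = 0.754). Mitochondrially encoded mRNAs rose in 3 of 13 cases (5 adjusted over the list alone), mt-Co3 by 0.28 ± 0.06, mt-Nd3 by 0.47 ± 0.12 and mt-Co1 by 0.13 ± 0.05. The mitochondrial list had adjusted p = 0.0203 (adjusted p = 0.682 with an estimated correlation). Cic-L-KO replicate 4 carried Hoxb8, a gene of the hindbrain and spinal cord, at 4.68 CPM against at most 0.0771 in the other 22 cerebellum libraries. Without it mt-Co1 was not called with a fold about as large (0.11, adjusted p = 0.0934).

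Of the 19 Cic targets 6 rose and 2 fell in Cic-L-KO cerebellum (6 and 3 adjusted over the list alone). Maff rose from 1.39 to 7.93 CPM (2.51 ± 0.18, adjusted p = 1.53e-10), Dusp4 by 0.88 ± 0.19, Shc3 by 0.57 ± 0.08, Shc4 by 0.47 ± 0.06, Ccnd1 by 0.47 ± 0.08 and Etv4 by 0.31 ± 0.06. Cnksr3 fell by 0.50 ± 0.11 and Etv1 by 0.34 ± 0.09 (adjusted p of these 7 from 5.89e-06 to 0.0121). The list was called upward (median 0.09, adjusted p = 0.00400; adjusted p = 0.512 with an estimated correlation; exact permutation adjusted p = 0.00912, 8 of 8 libraries above the WT mean). Pafah1b3 rose from 11.9 to 28.3 CPM (1.25 ± 0.06), the pheromone receptor Vmn2r2 by 1.52 ± 0.17, Cpne4 by 1.42 ± 0.25, Col2a1 by 1.32 ± 0.12, Ccn5 by 1.28 ± 0.29, uridine phosphorylase (Upp1) by 1.26 ± 0.29 and Emp1 by 1.24 ± 0.15 (adjusted p from 4.63e-14 to 0.00237). Neuropeptide Y (Npy) fell by 1.54 ± 0.14, Hif3a by 1.47 ± 0.38, tenascin C (Tnc) by 1.32 ± 0.13 and the RAS regulator Rasal1 by 1.31 ± 0.11. Csta1 fell by 1.02 ± 0.27, Syt6 by 0.89 ± 0.18 and the VIP receptor Vipr1 by 0.88 ± 0.16 (adjusted p of these 7 from 2.03e-09 to 0.00753). Nr4a2 fell by 0.95 ± 0.33 (adjusted p = 0.0417), and was not called without Cic-L-KO replicate 4 with a fold about as large (-0.93, adjusted p = 0.0700). In all, 3580 of 16643 genes were called, 1817 higher and 1763 lower, and 176 passed a test for a fold change of at least 1.2.

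In the direct comparison in cerebellum, Cic-L-KO exceeded Cic-S-KO (8 and 7 libraries) in Maff by 2.65 ± 0.19, Galr1 by 2.00 ± 0.25, Pappa by 1.80 ± 0.22, Vmn2r2 by 1.65 ± 0.18 and the cell cycle inhibitor Cdkn2c by 1.56 ± 0.10. Npy (-1.99 ± 0.15), Rasal1 (-1.74 ± 0.11), Tnc (-1.50 ± 0.13), Tcap (-1.45 ± 0.25) and Prl2c3 (-1.29 ± 0.37) were lower, with adjusted p of these 10 genes from 5.87e-12 to 0.0238. Of the Cic targets 4 of 19 were higher, Shc4 (0.36 ± 0.06), Dusp4 (1.14 ± 0.21) and Ccnd1 (0.39 ± 0.08) beside Maff, and Spry1, an inhibitor of receptor tyrosine kinase signalling, was lower (-0.37 ± 0.10; 4 and 1 adjusted over the list alone; list adjusted p = 5.79e-04; adjusted p = 0.284 with an estimated correlation). Endothelial markers were higher in 7 of 10 cases (8 adjusted over the list alone; list adjusted p = 1.57e-06, and adjusted p = 0.257 with an estimated correlation). Bergmann glia markers were lower in 5 of 7 and higher in 1 (5 and 1 adjusted over the list alone; list adjusted p = 2.39e-04, and adjusted p = 0.257 with an estimated correlation). Purkinje cell markers were lower in 4 of 13 (5 adjusted over the list alone; list adjusted p = 3.26e-04, and adjusted p = 0.538 with an estimated correlation). Immediate early genes were lower in 4 of 11 (6 adjusted over the list alone; list adjusted p = 1.24e-04, and adjusted p = 0.257 with an estimated correlation). Cell cycle genes were lower in 2 of 11 (5 adjusted over the list alone; list adjusted p = 0.00235, and adjusted p = 0.0412 with an estimated correlation). Cholesterol genes were lower in 2 of 15 (list adjusted p = 0.00702; adjusted p = 0.740 with an estimated correlation; exact permutation adjusted p = 0.121). Neighbours of Cic were higher in 2 of 14 (list adjusted p = 0.00350, and adjusted p = 0.257 with an estimated correlation). Without Cic-L-KO replicate 4 immediate early genes were lower in 2 cases and cholesterol genes in 5. In all, 2069 genes differed, 1061 higher and 1008 lower in Cic-L-KO, and 168 passed a test for a fold change of at least 1.2.

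**Figure D3:**
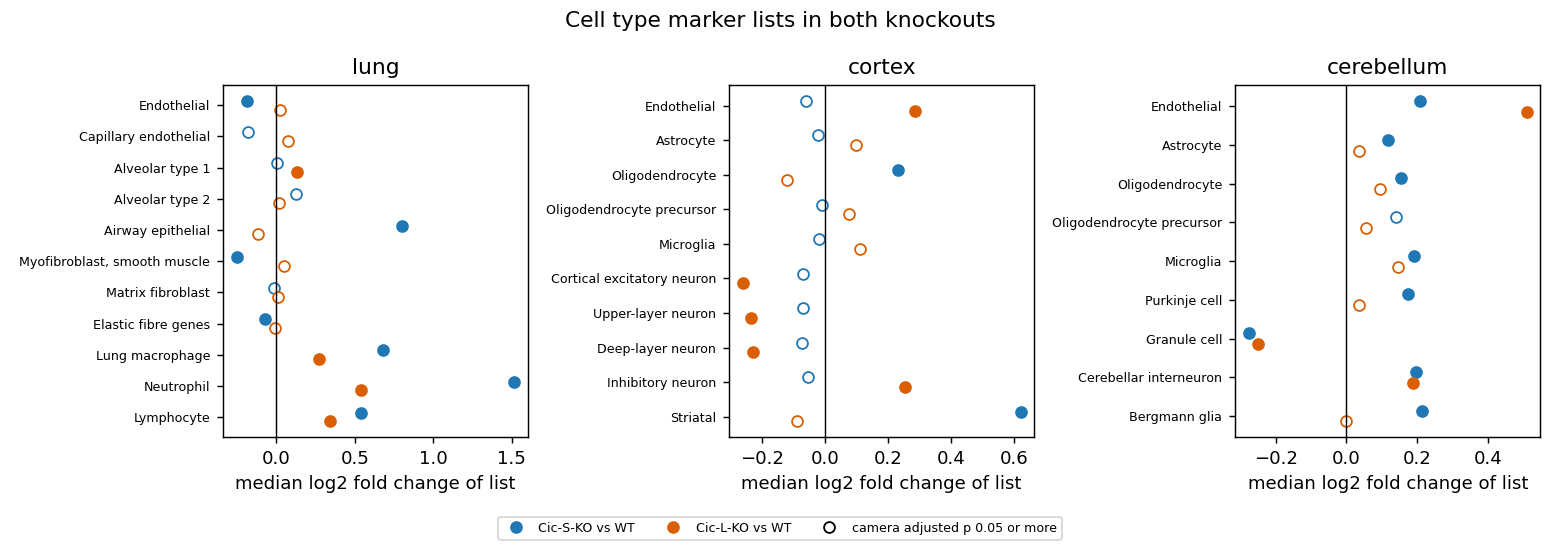
Median log2 fold change of each cell type marker list in each knockout against WT by tissue, filled where the camera adjusted p was under 0.05. In lung the macrophage median was 0.68 in Cic-S-KO.

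Whether the knockouts acted differently between tissues was tested as the difference of their log2 fold changes in a fit of all 70 libraries. Of 19821 genes, 3492 differed in their Cic-L-KO effect between cerebellum and cortex, 1867 more positive in cerebellum and 1625 more negative. Slc29a4 was among the largest, at 0.11 in cerebellum and 3.05 in cortex (difference -2.94 ± 0.17, adjusted p = 2.90e-21), with Tspan11 (2.62 ± 0.19), Rspo1 (3.11 ± 0.38) and Colq (-2.51 ± 0.24). Cic targets with a smaller Cic-L-KO effect in cerebellum than in cortex were Etv4 (-0.77 ± 0.11, adjusted p = 5.03e-07) and Spred3 (-0.46 ± 0.13, adjusted p = 0.00681), and Cnksr3 was more negative in cerebellum (-0.43 ± 0.13, adjusted p = 0.0158). With limma-voom Cnksr3 alone of the genes named in this paragraph was not called (-0.42, adjusted p = 0.0503). For Cic-S-KO, 433 genes differed between cerebellum and cortex, 199 more positive in cerebellum and 234 more negative, and 46.0% were more positive against 58.3% with another scaling (RLE size factors). The count was 694 with limma-voom and 812 with these 2 tissues alone. Against cortex, the effect in lung differed for 1662 genes in Cic-S-KO and 3979 in Cic-L-KO, and against cerebellum for 1503 and 1024, all of them differences of tissue, age and batch at once. With limma-voom the Cic-S-KO counts were 890 and 957. Etv4 rose more in Cic-S-KO lung than in Cic-S-KO cortex (0.54 ± 0.12, adjusted p = 0.00132) or cerebellum (0.56 ± 0.11, adjusted p = 6.15e-04). Maff rose less in Cic-L-KO lung than in Cic-L-KO cortex (-0.93 ± 0.26, adjusted p = 0.00615) or cerebellum (-1.36 ± 0.27, adjusted p = 6.54e-04). As a list, the Cic targets did not differ between tissues in any of the 6 tests (adjusted p from 0.522 to 0.577). For the Cic-S-KO effect between cerebellum and cortex the list's median was 0.09 and its mean 0.04.

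**Figure D4:**
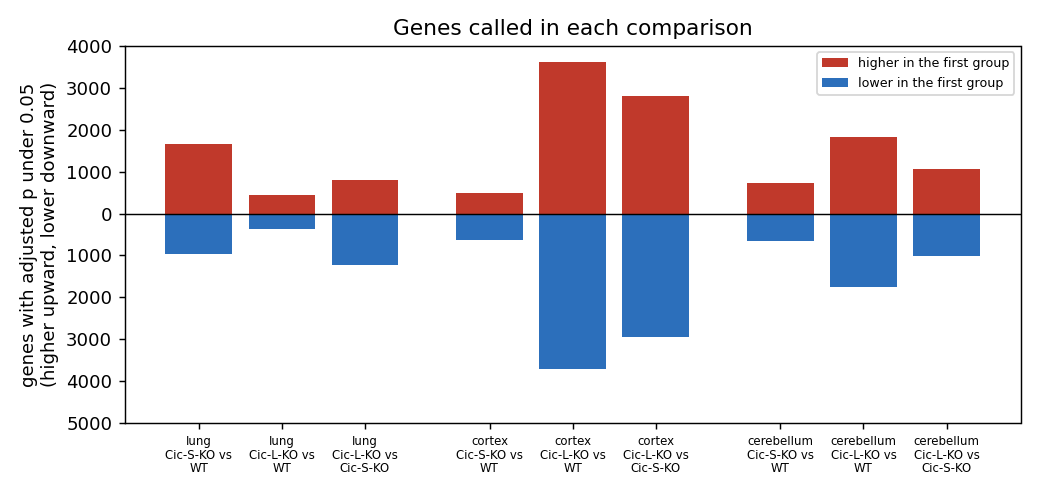
Number of genes called by edgeR at an adjusted p under 0.05 in each comparison, with bars above 0 for genes higher and bars below 0 for genes lower in the group named. Counts run from 817 genes in Cic-L-KO lung to 7338 in Cic-L-KO cortex against WT.

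Both knockouts were set against the same WT libraries, so part of any overlap between their calls comes from the shared control. In lung 258 genes were called in the same direction in both knockouts and 14 in opposite directions, where independent lists would share 65.4. In cortex 641 were shared and 112 opposite (239.9 for independent lists), and in cerebellum 611 and 38 (147 for independent lists). Unchanged groups simulated against the same controls shared 0 genes in 20 simulations of each tissue; they held at most 2 calls, so this sets no limit on the overlap of the longer real lists. With the odd-numbered WT libraries given to Cic-S-KO and the even-numbered to Cic-L-KO, the shared calls were 45 in lung, 154 in cortex and 104 in cerebellum (independent lists 3.74, 67.3 and 27.2). With the split sets exchanged, chosen after the data were seen, they were 44, 43 and 121 (independent lists 36.5, 18.4 and 23.9), and in lung 37 further genes were called in opposite directions. The lung overlap beyond independent lists thus depended on which WT libraries served which knockout, as did the calls. Cic-S-KO had 349 and 2825 calls in lung, 412 and 107 in cortex and 371 and 473 in cerebellum, and Cic-L-KO 280 and 425, 5498 and 5830, and 2425 and 1682. The covariance of the log2 fold changes of both knockouts across genes was 0.0440 in lung, 0.0317 in cortex and 0.0297 in cerebellum (jackknife SE 0.0164, 0.0127 and 0.0132), against 0.0140, 0.0127 and 0.0132 in the simulations. With the WT libraries split it was 0.0448, 0.0207 and 0.0158, and with the sets exchanged 0.0126, 0.0167 and 0.0202. The correlations were 0.481, 0.334 and 0.485, and 0.492, 0.491 and 0.482 in the simulations, and their difference does not estimate a shared effect. Genes are not independent replicates, so these covariances describe the lists and carry no p-value.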

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

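Tests of read-through, the adjacent gene alone and a lower share of other cell types, and values without single libraries, were chosen after seeing results. Expectations for depth, strain DNA, neighbouring tissue and splits were written before their results.

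Pafah1b3, the gene next to Cic, was higher in Cic-L-KO in all 3 tissues, by 0.44 in lung, 1.77 in cortex and 1.25 in cerebellum. Reads running on from Cic are argued against by Cic-S-KO cortex, where Cic rose by 0.63 and the upper 95% limit of the Pafah1b3 change was 0.200. Genes within 5 Mb of Cic were not called in excess (median percentile 44.4 of 10 Mb windows over 3 tissues). DNA of another strain acting on Pafah1b3 alone would not show there and stays open. An effect of the modified allele on its neighbour alone stays open: Pafah1b3 rose most within 5 Mb in cortex and cerebellum and ranked 5 in lung. Repression of Pafah1b3 by the long isoform was not tested and may also account for the rise.

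Immune and airway transcripts were higher in Cic-S-KO lung, with a macrophage marker median of 0.68 (list adjusted p = 0.0534, and 0.227 for airway markers, with an estimated correlation). Mean totals were close in both groups, and thinning to 17798655 counts (median 0.71) keeps scaled folds and cannot test depth. A lower share of endothelial and myofibroblast RNA would raise the other lists alike, and they moved apart, with 1.60 for neutrophil, 0.96 for macrophage, 0.59 for airway and 0.00 for alveolar type 1 markers (exact permutation p of the spread 0.00264). A change in the number of immune and airway cells, or in transcription within them, may account for the pattern, and these bulk counts cannot part them. Infection or housing shared by littermates is not recorded in the labels and stays open.

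Granule cell markers were lower in cerebellum of both knockouts, with medians of -0.28 in Cic-S-KO (6 of 10 called) and -0.25 in Cic-L-KO (4 of 10), and list adjusted p = 0.275 and 0.574 with an estimated correlation. Thinning to 20440799 counts (Cic-S-KO median -0.28) keeps scaled folds and cannot test depth. Marker covariates (-0.28, Cic-S-KO only) argue against choroid plexus RNA, brainstem markers being too low to decide. In Cic-S-KO the other 8 cell type lists were all higher, by 0.09 to 0.21, with no detectable spread (exact permutation p = 0.713), so a lower share of granule cell RNA, biological or from dissection, stays open. In Cic-L-KO it is argued against as the whole cause, since the lists moved apart, from 0.56 for endothelial to 0.03 for Purkinje cell and -0.03 for Bergmann glia markers (exact permutation p = 1.55e-04).

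Within a tissue, chance can be excluded as the source of each count of called genes, at the share that the drawn splits allow. The real grouping was the only 1 of 100 splits to reach its count. These fits hold only the groups compared. The real count and the highest of the other splits were 2423 and 266 for Cic-S-KO lung, 837 and 153 for Cic-L-KO lung, and 1929 and 91 between the knockouts in lung. In cortex they were 654 and 30, 7384 and 4857, and 5586 and 0, and in cerebellum 1192 and 63, 3748 and 556, and 1906 and 147. For differences between tissues the real assignment was the only 1 of 50. The counts were 327 and 17 (cerebellum and cortex), 1391 and 36 (lung and cortex) and 1278 and 16 (lung and cerebellum) for Cic-S-KO, and 3683 and 10, 4135 and 41, and 1185 and 10 for Cic-L-KO.

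Some libraries lay far from the others of their group, judged by the gap to the nearest library as a share of the group's range. Of 507 sets of values tested 31 stood out, where chance gives about 1 in 20, or 25.35. In lung WT the lowest were Cdh8 in replicate 1 (0.572), Frat1 in replicate 5 (0.650) and Grem1 in replicate 7 (0.561), and Slc17a2 was highest in replicate 3 (0.615). In Cic-S-KO lung replicate 5 was highest in total count (0.595), replicate 6 was highest in Cd68 (0.534), and replicate 3 was lowest in Cic (0.580). In Cic-L-KO lung replicate 4 was highest in Ager (0.748) and Ccnb1 (0.751), replicate 5 in Saa3 (0.604) and Slc26a4 (0.648), and replicate 8 in Cic (0.695), and replicate 1 was lowest in Etv4 (0.560). In cortex the lowest were Cyp1b1 in WT replicate 6 (0.703), Etv5 and Shc3 in WT replicate 2 (0.549 and 0.542), Etv4 in Cic-L-KO replicate 4 (0.622) and Spred2 in Cic-L-KO replicate 8 (0.561), and Sgk1 was highest in Cic-S-KO replicate 3 (0.583). Cerebellum WT replicate 1 was lowest in 4 genes, Atxn1l (0.551), Cacna1g (0.548), Gad1 (0.623) and Itpr1 (0.607), and WT replicate 3 in mt-Co3 (0.596). Cerebellum Cic-S-KO replicate 6 stood out in 4 genes, highest in Abca8a (0.652) and Mog (0.742) and lowest in Cic (0.614) and Slc1a3 (0.581), and replicate 1 was lowest in Prl2c3 (0.617). In Cic-L-KO cerebellum Gad1 was highest in replicate 1 (0.565) and Tnc lowest in replicate 7 (0.574).

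The knockout effect differed between tissues, by the test of the difference itself, in 433 genes for Cic-S-KO in cerebellum and cortex. The largest differences, cerebellum minus cortex, were Emx2 (3.73), Nrgn (2.29), Lhx2 (1.89), Egr3 (1.48) and Prdm6 (1.2), and Lhx5 (-2.60), Uncx (-2.40), Ngfr (-1.59), Pappa (-1.40) and Myo15 (-1.33). Without lung replicate 5 and cerebellum replicate 4 of Cic-S-KO, Emx2 (2.78), Nrgn (0.48), Lhx2 (1.11) and Egr3 (1.07) were not called, replicate 4 having Nrgn at 89.8 CPM against at most 35.7. Emx2 reached 0.366 CPM in replicate 4 and at most 0.162 in the other cerebellum libraries, so its fold there rests on counts near 0. With limma-voom Nrgn, Lhx2, Egr3, Prdm6, Lhx5 and Uncx were not called.

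Lung and cortex differed in 1662 genes for Cic-S-KO. The differences, lung minus cortex, were 0.54 for Etv4 and 0.72 for Shc3 among Cic targets, then Neurod6 (7.08), Dscam (5.74), Gpr26 (5.54) and Rit2 (5.44), and Glp1r (-2.37), Crabp1 (-2.13), Tubb1 (-1.86), Slitrk6 (-1.81) and Upk1a (-1.71). Lung and cerebellum differed in 1503 genes, with Etv4 (0.56), Neurod6 (6.89), Rit2 (5.40), Dscam (5.31) and Slc26a4 (5.27), and with Pax2 (-2.78), Ulbp1 (-2.60), Agtr1a (-2.16), Nrgn (-2.09) and Btc (-1.76). Lung Cic-S-KO replicate 5 alone held Neurod6 (3.77 CPM) among the 24 lung libraries. Without it and cerebellum replicate 4 the differences from cortex were 0.46 for Shc3, 0.24 for Neurod6 and 0.01 for Gpr26, none of them called, with 3.22 for Dscam and 2.91 for Rit2. From cerebellum they were 0.05 for Neurod6, 2.87 for Rit2, -2.65 for Pax2, -2.36 for Ulbp1 and -0.57 for Nrgn, none of them called, with 2.84 for Dscam. Dscam and Rit2 reached at most 0.182 and 0.166 CPM in the 23 other lung libraries and entered through their level in brain, so these remaining folds compare counts near 0 and are not read as a lung effect. With limma-voom Shc3, Neurod6, Dscam, Gpr26, Rit2 and Upk1a were not called against cortex, nor Neurod6, Rit2, Dscam, Slc26a4, Pax2, Agtr1a and Nrgn against cerebellum.

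For Cic-L-KO, cerebellum and cortex differed in 3492 genes. Differences, cerebellum minus cortex, were -0.77 for Etv4, -0.46 for Spred3 and -0.43 for Cnksr3, then Rspo1 (3.11), Cpne5 (2.71), Pax2 (2.70), Tspan11 (2.62) and Trbc2 (2.56), and Vmn2r84 (-3.22), Slc29a4 (-2.94), Colq (-2.51), Sfrp5 (-2.48) and Cnpy1 (-2.41). Lung and cortex differed in 3979 genes. The Cic targets were Etv4 (-0.67), Etv1 (0.61), Maff (-0.93), Shc4 (-0.45), Dusp5 (0.80) and Spred3 (-0.44). The largest were Alox12b (4.04), Mybpc1 (4.01), Acta1 (3.95), Myh3 (3.83) and Cyp4x1 (3.75), and Cldn8 (-3.63), Slc29a4 (-3.00), Pon1 (-2.90), Kcne2 (-2.79) and Fam110c (-2.78). Lung and cerebellum differed in 1024 genes, with Maff (-1.36), Etv1 (0.52), Cnksr3 (0.54), Shc4 (-0.56) and Ccnd1 (-0.44) among Cic targets. The largest were Mybpc1 (4.38), Npy (4.26), Acta1 (4.12), Trbc1 (3.95) and Cyp4x1 (3.49), and Hoxb8 (-4.57), Tmem139 (-4.02), Smim18 (-2.94), Rtp3 (-2.65) and Ulbp1 (-2.56). Lung Cic-L-KO replicate 2 held Acta1 at 39.0 CPM against at most 0.779, and cerebellum Cic-L-KO replicate 4 held Hoxb8 at 4.68 CPM against at most 0.0771. Without these libraries the differences from cortex were 0.15 for Mybpc1, -0.05 for Acta1 and 0.18 for Myh3, and those from cerebellum 0.49 for Mybpc1, 0.12 for Acta1, 0.71 for Hoxb8 and -2.34 for Rtp3, none of them called. Tmem139 reached at most 0.244 CPM in cerebellum, so its fold there rests on counts near 0. With limma-voom Cnksr3, Vmn2r84 and Cnpy1 were not called between cerebellum and cortex. Against cortex Mybpc1, Acta1, Myh3, Cldn8, Pon1 and Kcne2 were not called in lung. Against cerebellum these were Mybpc1, Acta1, Cyp4x1, Hoxb8, Tmem139, Smim18, Rtp3 and Ulbp1.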

How the results depend on the processing

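Leaving out single libraries, using marker covariates and exchanging the split sets of WT libraries were chosen after the data were seen, and the other alternatives before. Of 151 counts of called genes under alternatives 130 stayed within 1.5 times, and of 82 results of the Cic target list 75 kept their side of the threshold. The cause was not tested for any change below, unless named. With an estimated correlation the Cic target list lost its call in Cic-L-KO lung (adjusted p = 0.597), cortex (0.638) and cerebellum (0.512), and between the knockouts in lung (0.452), cortex (0.583) and cerebellum (0.284). In Cic-L-KO lung it also lost it in the exact permutation (0.112). Over all lists 3 calls held with an estimated correlation. A required fold change of 1.2, a stricter test by construction, left 492 genes in Cic-S-KO lung, 33 in Cic-L-KO lung and 442 between the knockouts. In cortex it left 18, 1658 and 1414 genes, and in cerebellum 10, 176 and 168. Cic-S-KO cortex gave 732 genes without a low-count filter, 654 with the 2 groups alone and 654 with choroid plexus and striatal covariates. Cic-S-KO cerebellum gave 2465 with choroid plexus and brainstem covariates. Genes whose Cic-S-KO effect differed numbered 694 (cerebellum and cortex), 890 (lung and cortex) and 957 (lung and cerebellum) with limma-voom, and 812 for cerebellum and cortex with these tissues alone. Splitting the WT libraries gave overlaps of 45, 154 and 104 in lung, cortex and cerebellum, with fewer controls in each comparison, and a covariance of 0.0158 in cerebellum. With the split sets exchanged the overlaps were 44, 43 and 121, and the covariance 0.0126 in lung and 0.0167 in cortex. Without the doubted libraries the differences of Acta1 (-0.0485, lung and cortex) and Hoxb8 (0.71, lung and cerebellum) changed sign, each having rested on a single library.

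The replicate numbers did not meet the rule for pairing, every pair above 0.1. Between WT and Cic-S-KO lung the same-numbered libraries had a mean correlation of 0.14, above 0.1 in 5 of 8 pairs, and of 0.07 without X and Y genes, and 4 of 8 correlated best with their own number. Between WT and Cic-L-KO lung the mean was 0.16 (0.09 without X and Y genes), with 6 of 8 above 0.1 and 6 of 8 best with their own number. The numbers in the library names follow sex, with Y-linked transcripts in all 12, 11 and 11 libraries numbered 1 to 4 and in 0 of the 12 numbered 5 to 8 in each tissue. In Cic-S-KO cortex and cerebellum no library is numbered 2, so replicates 2 to 7 are libraries 3 to 8, and the replicate number does not follow sex there. With the replicate number as block 1285 genes were called in Cic-L-KO lung, 627 in Cic-S-KO cortex and 591 in Cic-S-KO cerebellum. With the library number as block the brain counts were 1121 and 1001. Between Cic-S-KO cortex and cerebellum 7 of 7 pairs of the same library number were above 0.1 (7 of 8 in WT and 2 of 8 in Cic-L-KO), and 2 of 7 without X and Y genes, so every Cic-S-KO pair met the rule set for pairing and not every WT pair, which the difference also uses. With these numbers as a block within genotype, 851 genes differed in their Cic-S-KO effect. Of 266 results of named genes, 130 lost the call with a required fold change of 1.2, 23 without a filter, 22 with the replicate block, 11 with limma-voom, 10 of 265 with the 2 groups alone and 0 with RLE factors or DESeq2. Of 75 named differences between tissues 36 lost the call with limma-voom. Simulations, with fewer calls than the real data, called a fold of 1.2 in 31.3% to 56.7% of changed genes, so real shares may differ.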

Other observations

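Which genes changed the same way in all 3 tissues was asked only after the comparisons had been seen. Of 14306 genes tested in all 6 comparisons with WT, 69 rose and 38 fell in all 3 Cic-L-KO tissues, where independent lists would share 9.27 and 9.09. Among them Maff rose by 1.15 in lung, 2.10 in cortex and 2.51 in cerebellum, and Atxn1, the partner of Capicua, by 0.33, 0.90 and 0.36. Podn, a small proteoglycan, rose by 0.55, 1.21 and 0.58, Frat1 by 1.24, 1.07 and 0.31, the Wnt-inactivating enzyme Notum by 0.77, 0.64 and 0.43, and Akr1c14 by 0.25, 0.81 and 1.06. The cyclin Ccne2 fell by 0.41, 0.63 and 0.48.

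In the 3 Cic-S-KO tissues 13 genes rose and 7 fell in common, where independent lists would share 1.66 and 1.41. Called in all 6 comparisons were 2 genes that rose, Col2a1 and Abca8a, and 1 that fell, Fmr1. Col2a1 rose in Cic-S-KO by 1.52 in lung, 1.14 in cortex and 0.50 in cerebellum, and in Cic-L-KO by 3.07, 1.00 and 1.32. Abca8a rose by 0.31, 0.91 and 1.12 in Cic-S-KO and by 0.64, 1.72 and 0.61 in Cic-L-KO. Fmr1 had changes of -0.17, -0.16 and -0.15 in Cic-S-KO and -0.18, -0.29 and -0.27 in Cic-L-KO. The comparisons within a tissue share their WT libraries, and no test of the overlap over 3 tissues was run.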
